# seRNA *PAM* controls skeletal muscle satellite cell proliferation and aging through *trans* regulation of *Timp2* expression synergistically with Ddx5

**DOI:** 10.1111/acel.13673

**Published:** 2022-07-18

**Authors:** Karl Kam Hei So, Yile Huang, Suyang Zhang, Yulong Qiao, Liangqiang He, Yuying Li, Xiaona Chen, Mai Har Sham, Hao Sun, Huating Wang

**Keywords:** Ddx5, muscle aging, muscle satellite cell, PAM, seRNA

## Abstract

Muscle satellite cells (SCs) are responsible for muscle homeostasis and regeneration and lncRNAs play important roles in regulating SC activities. Here, in this study, we identify *PAM* (Pax7 Associated Muscle lncRNA) that is induced in activated/proliferating SCs upon injury to promote SC proliferation as myoblast cells. *PAM* is generated from a myoblast‐specific super‐enhancer (SE); as a seRNA it binds with a number of target genomic loci predominantly in *trans*. Further studies demonstrate that it interacts with Ddx5 to tether *PAM* SE to its inter‐chromosomal targets *Timp2 and Vim* to activate the gene expression. Lastly, we show that *PAM* expression is increased in aging SCs, which leads to enhanced inter‐chromosomal interaction and target genes upregulation. Altogether, our findings identify *PAM* as a previously unknown lncRNA that regulates both SC proliferation and aging through its *trans* gene regulatory activity.

**Abbreviations**
3C: chromatin conformation capture
4C‐seq: chromatin conformation capture sequencing
ASC: activated satellite cell
BET: bromodomain and extraterminal protein family
ChIP‐seq: chromatin immunoprecipitation sequencing
ChIRP‐seq: chromatin isolation by RNA purification sequencing
DNA: deoxyribonucleic acid
eRNA: enhancer RNA
FISC: freshly isolated satellite cell
GO: gene ontology
JQ1: (S)‐Tert‐butyl2‐(4‐(4‐chlorophenyl)‐2,3,9‐trimethyl‐6H‐thieno[3,2‐f][1,2,4]triazolo[4,3‐a][1,4]diazepin‐6‐yl)acetate
lncRNA: long non‐coding RNA
mRNA: messenger RNA
PAM: Pax7 associated muscle lncRNA
QSC: quiescent satellite cell
RNA: ribonucleic acid
rRNA: ribosomal RNA
RT‐qPCR: real time quantitative polymerase chain reaction
SC: satellite cell
SE: super‐enhancer
seRNA: super‐enhancer RNA
siRNA: small interfering RNA

## 1 INTRODUCTION

Skeletal muscle tissue homeostasis and regeneration relies on muscle stem cells, also known as muscle satellite cells (SCs). These cells reside in a niche between the muscle fiber sarcolemma and the basal lamina surrounding the myofiber and are uniquely marked by transcription factor paired box 7 (Pax7). SCs normally lie in a quiescent state, upon activation by injury or disease, the cells quickly activate and express the master myogenic regulator, MyoD, then re‐enter cell cycle and proliferate as myoblasts, subsequently differentiate and fuse to form myotubes (Wang et al., 2014). A subset of SCs undergo self‐renewal and return to quiescence, thus restoring the stem cell pool. Deregulated SC activity contributes to the development of many muscle‐associated diseases. For example, sarcopenia, a highly prevalent elderly disorder condition characterized by declined muscle mass and deficient muscle strength and function, is linked to a progressive reduction in the regenerative capacity of the SCs. It is thus imperative to understand the way SCs contribute to muscle regeneration, and their potential to cell‐based therapies. At cellular level, every phase of SC activity is tightly orchestrated by many molecules and signaling pathways both intrinsically from the cell and extrinsically from the niche; the elucidation of factors and molecular regulatory mechanisms governing SC function thus is of extreme importance, being the first step toward successful use of these cells in therapeutic strategies for muscle diseases.

It has become increasingly clear that long non‐coding RNAs (lncRNAs) are important players regulating SC regenerative activities (Li et al., 2018). For example, *SAM* promotes myoblast proliferation through stabilizing Sugt1 to facilitate kinetochore assembly (Li et al., 2020); *Linc‐YY1* promotes myogenic differentiation and muscle regeneration through interaction with YY1 (Zhou et al., 2015). In another example, we found that in myoblast cells master transcription factor MyoD induces the expression of lncRNAs from super enhancers (SEs), so‐called seRNAs, which in turn regulate target gene expression in *cis* through interacting with hnRNPL (Zhao et al., 2019). In fact, the functional synergism between enhancer‐generated eRNAs and their associated enhancer activity in regulating target promoter expression is well established. There are myriad of mechanisms that eRNAs or lncRNAs cooperate with protein, DNA or RNA partners to regulate transcription of target genes either in *cis* and in *trans*. For example, it is known that specific eRNA can interact with CBP or BRD4 within topologically associating domain (TAD) in a localized manner (Rahnamoun et al., 2018). Similarly, eRNA *Sphk1* evicts CTCF, that insulates between enhancer and promoter, thus activating proto‐oncogene *SPHK1* expression in *cis* (Blank‐Giwojna et al., 2019). Some eRNAs or lncRNAs, on the contrary, play a dual molecular function both in *cis* and in *trans*, for example, *lincRNA‐p21* acts in *trans* by recruiting heterogeneous nuclear ribonucleoprotein K (hnRNPK) to the target promoter (Huarte et al., 2010). Interestingly, in a separate study, *lincRNA‐p21* can also transcriptionally activate *Cdkn1a* in *cis* (Dimitrova et al., 2014). Another well‐demonstrated example of *trans* acting eRNA is *FIRRE*, that interacts with hnRNPU via a conserved Repeating RNA Domain (RRD) to mediate nuclear localization during hematopoiesis (Hacisuleyman et al., 2014; Lewandowski et al., 2019). Also, distal regulatory region of *MyoD* transcribed ^*DRR*^ *eRNA* that interacts with cohesin and transcriptionally activates *Myogenin* in *trans* (Tsai et al., 2018). Altogether, these findings demonstrate the diversified modes of action of eRNAs or lncRNAs in regulating target genes, which needs to be more exhaustively investigated.

Here, in this study, we identify *PAM*, an seRNA that regulates SC proliferation. Expression of *PAM* is evidently upregulated during SC activation/proliferation; consistently, knockdown of *PAM in vitro* hinders SC proliferation. High throughput identification of *PAM* interactome reveals that it regulates tissue inhibitor of metalloproteinases 2 (*Timp2*) locus in *trans* through binding and recruiting Ddx5 protein; loss of *PAM* or Ddx5 results in reduction of chromatin interaction between *PAM* SE and *Timp2* loci. Furthermore, *PAM* SE activity and chromatin connectivity with *Timp2* is elevated in aging SCs; *in vivo* inhibition of the SE activity by JQ1 reduces *Timp2* expression. Altogether, our findings have identified *PAM* as a seRNA regulator of SC proliferation through its *trans* regulation of *Timp2* synergistically with Ddx5.

## 2 RESULTS

### 2.1 lncRNAs profiling identifies *PAM* as a seRNA promoting SC proliferation

To gain global insights into the catalog of lncRNAs in the course of SC lineage progression, we analyzed our recently generated RNA‐seq datasets (Zhao et al., 2021) from freshly isolated satellite cells (FISC) which are believed to be early activating by the isolation process, FISCs cultured for 24, 48, or 72 hours (h) to become activated (ASC24h), proliferating (ASC48h) and differentiating (ASC72h) (Figure 1a). We also included the published RNA‐seq dataset from quiescent satellite cells (QSCs) which were in situ fixed in ice‐cold 0.5% paraformaldehyde before cell dissociation to preserve their quiescence (Machado et al., 2017). The analysis revealed transcriptomic signatures that were consistent with the SC lineage progression timing (Zhao et al., 2021). A principal component analysis (PCA) also showed that QSC and FISC had similar transcriptomic signatures while ASC time points were more similar to each other (Figure S1a). To identify lncRNAs differentially expressed during the lineage progression, we found a total of 143 lncRNAs were dynamically expressed in QSC, FISC, and ASCs (Figure 1b). To further identify lncRNA candidates that may play a role in promoting SC activation/proliferation, we found a total of 40 lncRNAs were upregulated in ASC24h vs FISC (Figure 1c and Table S1) and 48 in ASC48h vs FISC (Figure S1b and Table S1). Among these differentially expressed lncRNAs, 21 were upregulated in both ASC24h and ASC48h (Figure S1c and Table S1). *Gm12603* was among the highest induced ones; it was barely detectable in QSC and FISC but highly induced in activating (17.9‐fold) and proliferating myoblasts (39.6‐fold) (Figure 1d,e). The *Gm12603* expression calculated from the RNA‐seq data was also confirmed by RT‐qPCR using *in vitro* cultured SCs (Figure 1f). Indeed, it was induced when SCs were activated after culturing for 24 h (1856‐fold), the expression remained high at 48 h (746‐fold) but dropped at 96 h when cells differentiated (Figure 1f). The above finding was also validated *in vivo* by examining *Gm12603* expression in acute injury induced regenerating muscles (Chen et al., 2021). Cardiotoxin (CTX) was injected into tibialis anterior (TA) muscle in young adult (2–4 months old) at Day 0, and SCs were sorted out at 1, 2, 3, 4, and 6 days post‐injury (dpi) for RT‐qPCR (Figure 1g). As expected *Gm12603* expression was induced at 2 dpi and peaked at 3 dpi (Figure 1h) concomitant with the SC activation/proliferation phase *in vivo* (Shcherbina et al., 2020). The *in vivo* expression dynamics of *Gm12603* was also confirmed by analyzing publicly available RNA‐seq data generated from SCs collected in regenerating muscles (Figure 1i,j, S1d). Altogether, the above data demonstrate a possible role of lncRNA *Gm12603* in promoting SC activation/proliferation. Interestingly, we also found it was bound by Pax7 at its promoter region via analyzing the publicly available Pax7 ChIP‐seq data in myoblasts (Soleimani et al., 2012), further confirming its functional relevancy in SCs. We thus re‐named it Pax7 associated muscle (*PAM*) lncRNA.

**FIGURE 1:**
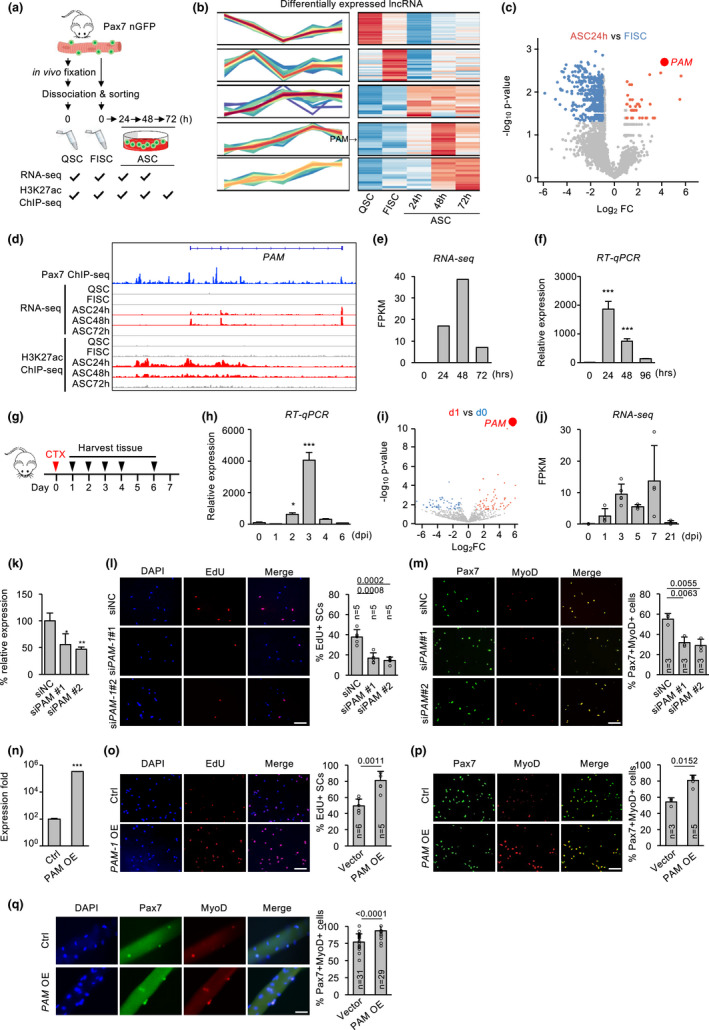
lncRNAs profiling identifies *PAM* as a seRNA promoting SC proliferation. (a) Transcriptomic and epigenomic discovery of lncRNAs in quiescence SCs (QSCs), freshly isolated SCs (FISCs), or activated SCs (ASCs) *in vitro* cultured for 24, 48, and 72 hours (h), respectively. All SCs were isolated from muscles of *Tg:Pax7‐nGFP* mice. (b) Heatmap showing time‐series analysis of differentially expressed lncRNAs during SC lineage progression. *PAM* was highly expressed in ASCs. (c) Volcano plots showing differentially expressed lncRNAs in *in vitro* activated ASC24h vs FISC. *PAM* is indicated in red dot. (d) Genome browser tracks showing temporal expression of *PAM* by RNA‐seq; histone mark H3K27ac and Pax7 ChIP‐seq tracks are also shown. (e) Bar chart showing *PAM* expression dynamics (FPKM) from RNA‐seq data. (f) FISCs were cultured for the designated time and *PAM* expression was detected. (g) Schematic illustration of in acute muscle injury‐induced regeneration. CTX was injected into TA muscles of *Tg:Pax7‐nGFP* mice and FISCs were collected at the designated days post‐injury (dpi). (h) RT‐qPCR detection of *PAM* in the above FISCs. (i) Publicly obtained RNA‐seq data from SCs collected at 0, 1, 3, 5, 7, or 21 dpi were analyzed. Volcano plots showing differentially expressed lncRNAs in SCs from Day 1 vs. Day 0 post‐injury. (j) Bar chart showing *PAM* expression in FPKM from the above data. (k) ASCs were transfected with either control (siNC) or *PAM* siRNA (siPAM#1 or siPAM#2) and *PAM* knockdown was confirmed by RT‐qPCR 48 h post‐transfection. (l) EdU incorporation assay was performed in the above cells and the percentage of EdU+ cells were quantified. (m) Pax7+/MyoD+ immunostaining was performed in the above cells and double positively stained cells were quantified. (n) ASCs were transfected with a *PAM* expression plasmid and *PAM* overexpression was confirmed 48 h post‐transfection (o,p) EdU incorporation assay (o) or Pax7+/MyoD+ immunostaining (p) were performed in the above cells. The percentage of EdU+ or Pax7+/MyoD+ cells were quantified. (q) Overexpression of *PAM* in freshly isolated myofibers increased the percentage of Pax7+/MyoD+ cells 48 h post‐transfection. The percentage of EdU+ and Pax7+/MyoD+ cells were quantified. The total number of biologically independent samples are indicated in (l,m, o,q). (data represent the mean ± SD. *p*‐value was calculated by two‐tailed unpaired *t* test [*p < 0.05, **p < 0.01, ***p < 0.001]. Scale bars: 100 μm)

*PAM* is a lncRNA located on chromosome 4: in the intervening region of Interferon alpha (*Ifna*) family and Cyclin‐dependent kinase 2 inhibitor (*Cdkn2a* and *Cdkn2b*) protein‐coding genes. It is also known as *Wincr1*, a Wnt activated lncRNA in mouse dermal fibroblast affecting extracellular matrix composition via collagen accumulation in dermal fibrosis (Mullin et al., 2017). 

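In the GENCODE M1 annotation of mm9, PAM is Gm12603, a processed transcript on the plus strand of chromosome 4 from 88696212 to 88730518. The annotated transcript with the most exons had 3 exons, from 88696212 to 88696434, from 88703120 to 88703239 and from 88730141 to 88730415, and a spliced length of 618 nt. The nearest annotated protein-coding gene on the left was Ifne, which ended 170.1 kb before PAM. The closest Ifna gene was Ifna1, at a distance of 199.7 kb. On the right, Mtap started 52.5 kb after the end of PAM, Cdkn2a lay 189.9 kb away and Cdkn2b lay 221.7 kb away.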

To dissect its function in SCs, we next cloned its sequence from C2C12 myoblast cell line by Rapid Amplification of cDNA ends (RACE); it was 718 bp long with three exons. More interestingly, we found that *PAM* is generated from a SE region defined using our published H3K27ac ChIP‐seq datasets (Figure 1d) (He et al., 2021). Concomitant with the expression pattern of *PAM*, high level of H3K27ac ChIP‐seq signals were observed in ASC24h and ASC 48 h but not in FISC (Figure 1d).

The above findings suggested that *PAM* may function as a seRNA to promote SC activation/proliferation. To test the potential function of *PAM* in myoblast proliferation, we knocked down *PAM* in FISCs from young adult (2–4 months old) with two separate siRNA oligos and performed EdU incorporation after 2 days; a 21 and 23% decrease of EdU+ cells were observed upon *PAM* knockdown (Figure 1k,l); similarly, by staining for Pax7 and MyoD 48 h after transfection, Pax7+/MyoD+ cells were also significantly reduced by 22% and 25% (Figure 1m). Gain‐of‐function assay was also performed by overexpressing a *PAM* plasmid in FISCs and increased proliferation was observed by both EdU+ (32% increase) and Pax7+/MyoD+ (26% increase) cells (Figure 1n,p). Altogether, the above results from cultured cells suggested *PAM* indeed promotes SC proliferation. Similar conclusion was also obtained using in SCs associated with isolated and cultured single muscle fibers; overexpressing *PAM* led to a 26.66% increase of Pax7+/MyoD+ cells (Figure 1q).

### 2.2 *PAM* interacts with inter‐chromosomal loci to modulate target expression

To further elucidate the regulatory mechanism of *PAM* in SC proliferation, we sought to identify the subcellular localization pattern of *PAM* as lncRNA function is largely determined by its cellular localization (Yao et al., 2019) and seRNAs are known to be localized in both nucleus and cytoplasm of muscle cells (Zhao et al., 2019). Cellular fractionation was performed using ASC (Figure 2a) and *PAM* was found to localize largely in nuclear fraction (70.21%); as controls, lncRNAs *Xist* and *Malat1* were predominately nuclear‐localized (93.61% and 87.37%, respectively) while *Gapdh* mRNAs were enriched in the cytoplasm (89.66%). Similar phenomena were also found when performing cellular fractionation in C2C12 myoblast (Figure 2b). The above finding was further validated by RNA Fluorescence in situ hybridization (FISH) using *PAM* antisense probe, which also revealed *PAM* transcript was predominantly enriched in the nucleus of ASC24h but barely detectable in FISC or ASC72h (Figure 2c). Lastly, Subcellular localization of *PAM* was also confirmed using sucrose gradient centrifugation on C2C12 myoblast lysate which separated protein complex based on their size. Using cohesin loading factor NIPBL as positive control for nuclear fraction, we also found *PAM* mainly enriched in the nucleus of myoblasts (Figure 2d). Taken together, our results show *PAM* is a nuclear enriched seRNA.

**FIGURE 2:**
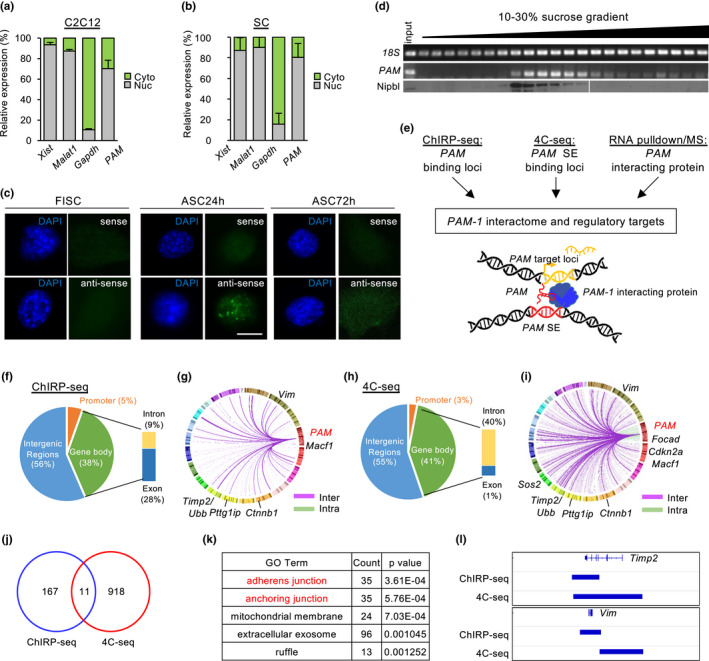
*PAM* is a nuclear‐retained lncRNA, forming *cis* and *trans* chromosomal interactions (a,b). Cellular fractionation of (a) C2C12 cell line and (b) ASC showed *PAM* was enriched in nucleus not cytosolic fraction. *Xist* and *Malat1* were positive control for nuclear fraction, *Gapdh* was positive control for cytosolic fraction. (c) Fluorescence in situ hybridization (FISH) in FISC, ASC24h and ASC72h using *PAM* antisense (AS) probe showed nuclear localization of *PAM*, sense probe (S) was used as negative control. Scale bar: 10 μm (d) Cellular fractionation using sucrose gradient ultracentrifugation showed *PAM* was co‐localized in fractions containing nuclear protein Nipbl. (e) Experimental workflow to discover *PAM* interactome and regulatory targets. For details and controls, see experimental procedures. (f) Pie chart showing distribution of *PAM* seRNA interacting chromatin across the genome in ChIRP‐seq. (g) Circos plot showing genes associated to *PAM* seRNA interacting chromatin, each line in the plot represents an interaction, line colors represent inter‐chromosomal (purple) or intra‐chromosomal (green) interactions. Chromosome numbers were colored and arranged in clockwise direction. Top‐ranked genes were named in the figure. (h) Pie chart showing distribution of *PAM* SE interacting chromatin across the genome in 4C‐seq. (i) Circos plot showing genes associated to *PAM* SE interacting chromatin, each line in the plot represents an interaction, line colors represent inter‐chromosomal (purple) or intra‐chromosomal (green) interactions. Chromosome numbers were colored and arranged in clockwise direction. Top‐ranked genes were named in the figure. (j) Venn diagram showing overlapping loci between ChIRP‐seq of *PAM* seRNA and 4C‐seq of *PAM* SE. (k) Table showing top‐ranked gene ontology (GO) terms of genes associated with overlapping loci from ChIRP‐seq of *PAM* seRNA and 4C‐seq of *PAM* SE. (l) Genome browser tracks showing *Timp2* and *Vim* as examples of *PAM* inter‐chromosomal targets. ChIRP‐seq tracks indicate regions of broad peaks enriched with *PAM* seRNA binding. 4C‐seq tracks indicate fragments cut by two restriction enzymes and showing significant chromatin interaction with *PAM* SE

To elucidate the functional mechanism of *PAM* as a nuclear seRNA, we reasoned it could function to regulate target gene transcription as an integral component of *PAM* residing SE. Considering SE and seRNA are known to work synergistically by tethering the active transcriptional machinery to target loci, we decided to identify *PAM* seRNA and *PAM* SE interacting loci on the genome, respectively (Figure 2e). We first performed *PAM* Chromatin Isolation by RNA Purification (ChIRP‐seq) in ASCs to identify its binding target loci. 

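ChIRP-seq recovers the chromatin that is crosslinked to an RNA by hybridizing biotinylated antisense probes to that RNA, and sequences the DNA that comes down with it. The probes were divided into an odd and an even pool, which were hybridized separately. ASCs are activated satellite cells, the cultured stem cells of skeletal muscle. The ASCs of each pool were crosslinked with 1% glutaraldehyde for 10 min and hybridized with 100 pmol of probes at 37 °C for 4 h. Each pool was represented by 1 library, so no value below has a replicate error, and the tests describe these libraries and not ASCs in general. The input library was not analysed here. The authors mapped unique reads to mm9 with Bowtie2, called peaks with MACS2, and deposited a list of regions per pool with a score for each region. The unit of the score is not stated in the paper's text, and the number of reads behind the lists is unknown. The odd pool had 2112 regions, all 254 bp wide, with scores from 4 to 81 and a median of 6. The even pool had 345 regions, all 248 bp wide, with scores from 4 to 68 and a median of 5. The lowest score, 4, was held by 613 regions of the odd pool and 158 of the even pool. The lists were intersected as deposited, and each stretch of at least 1 bp covered by both pools was counted as a shared locus. There were 147 shared loci, against a mean of 0.143 in 10000 circular shifts of the even list within chromosomes (permutation test, one-sided p = 1e-04, the smallest that these shifts can give). The shifts do not keep the share of regions on exons, which was 57.4% in the even pool and 79.5% in the odd pool, against a mean of 3.48% when the odd regions were shifted, so the test does not separate loci bound through PAM from a background common to both pools. The shared loci held 42.6% of the even regions and 6.96% of the odd regions. When each region was first extended by 20000 bp on each side, 178 loci were shared, against a mean of 16.5 in the shifts, and 177 of them had the same start and end as a region of the paper's Table S2. The other alternatives gave from 115 to 184 shared loci. Over the 147 shared loci, the scores of both pools had a Spearman correlation of 0.717 (permutation test, two-sided p = 1e-05, the smallest that 100000 permutations can give) and a Pearson correlation of 0.692 on the log2 scale. This correlation is across loci, which are not independent replicates.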

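Each region was classed by the GENCODE M1 annotation at its midpoint, with the promoter taken as 2000 bp upstream to 500 bp downstream of a transcription start. Of the 147 shared loci, 19 were intergenic, which is 12.9% (95% Wilson interval from 8.43% to 19.3%), 87 were on exons outside promoters (59.2%), 11 were in introns (7.48%) and 30 were in promoters (20.4%). Exons and introns together held 66.7% of the shared loci. The 178 regions of the paper's Table S2, which had a median width of 40223 bp, were intergenic at the midpoint in 14.0% of cases and in a gene body in 67.4%. When they were classed by any overlap, with promoters first, 80.9% were in promoters, 11.8% in a gene body and 7.30% were intergenic, under an alternative chosen after seeing the data. When the bases of the Table S2 regions were counted in place of midpoints, an alternative chosen after seeing the data, 43.8% of the bases were outside genes, against 60.0% of the genome. The regions of the odd pool were intergenic in 10.7% of cases and those of the even pool in 23.5%. With protein-coding genes only, an alternative also chosen after seeing the data, 21.1% of the shared loci were intergenic. The Table S2 regions overlapped 411 annotated genes, 325 of them protein-coding, and the shared loci overlapped 126 genes. Regions of both pools were found in 173 of the Table S2 regions.
The shared loci with the highest scores were chosen by a rule set in advance. In the odd pool, the highest score, 81, was at an exon of Fn1 on chromosome 1 from 71632626 to 71632643, followed by an exon of H19 on chromosome 7 from 149761796 to 149762001 with a score of 68. In the even pool, the highest score, 68, was at a locus on chromosome 17 from 39984613 to 39984825. That locus is intergenic in the GENCODE M1 annotation, and no other annotation was examined. Next came a locus on chromosome 2 from 98507211 to 98507415 in Gm10800 with a score of 66, where the median 31-mer occurs 3 times in mm9.

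**Figure D1:**
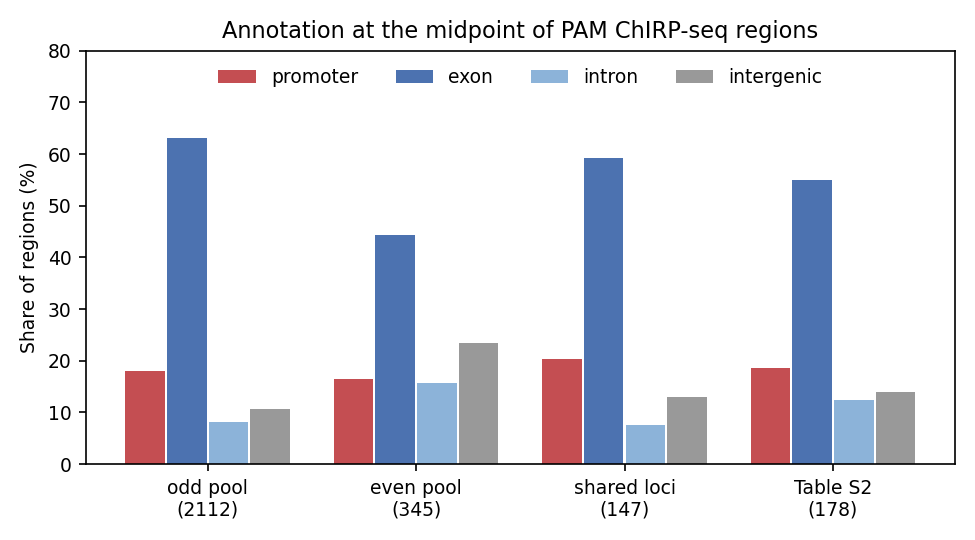
Share of regions (%, vertical axis) in promoters, exons, introns and intergenic sequence, by midpoint, for the odd pool, the even pool, the shared loci and the paper's Table S2, with the number of regions in brackets. Each bar is 1 share of a list, without replicates. Exons are the largest class in each list, from 44.3% in the even pool to 63.2% in the odd pool.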

As a result, we found that *PAM* seRNA interacted with 178 DNA regions across the genome which were mainly distributed in intergenic (56%) and gene body regions (36%) (Figure 2f); and these regions were associated with 1199 genes that were enriched for GO terms such as “fiber association,” “actin filament organization,” and “regulation of cell shape” et al. (Figure S2a and Table S2). 

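Of the 147 loci shared by the odd and even pools, 143 were on chromosomes other than chromosome 4, where PAM lies. In the single lists, 1988 of the 2112 regions of the odd pool and 333 of the 345 regions of the even pool were outside chromosome 4, and both lists covered 20 chromosomes. Chromosome 4 made up 5.90% of the length of the autosomes and the X chromosome, and 5.87% of the odd regions were on it (exact binomial test, two-sided p = 1). Of the even regions, 3.48% were on it, a lower share that did not pass the threshold (exact binomial test, two-sided p = 0.0659).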

Strikingly, *PAM* was dominantly associated with inter‐ but not intra‐chromosomal regions (Figure 2g). Only 5 out of the 178 regions were found on chromosome 4 and not adjacent to *PAM* gene locus (Table S2). 

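The shared loci had 4 members on chromosome 4, or 2.72% (95% Wilson interval from 1.06% to 6.79%), against the 5.90% that the chromosome's length gives, a difference that did not pass the threshold (exact binomial test, two-sided p = 0.114). The 5 regions of Table S2 on this chromosome made up 2.81% (p = 0.0806 from the same exact test). Against the share of annotated exon length on chromosome 4, 7.07%, an alternative chosen after seeing the data, the exact test gave p = 0.0356. These tests and the interval treat loci as independent, although several shared loci can lie in 1 gene or 1 Table S2 region. The p-values can therefore be too small and the interval too narrow. The shared locus nearest to PAM ran from 123027186 to 123027317, in the last exon of Macf1 and 34.3 Mb from PAM. The other shared loci on chromosome 4 lay from 45.2 to 54.1 Mb away, and the nearest Table S2 region lay 29.4 Mb away, from 59215153 to 59255046. In the single lists, the nearest region was 2.39 Mb from PAM in the odd pool and 5.55 Mb in the even pool, and the number of regions within the PAM gene was 0 in each pool.

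**Figure D2:**
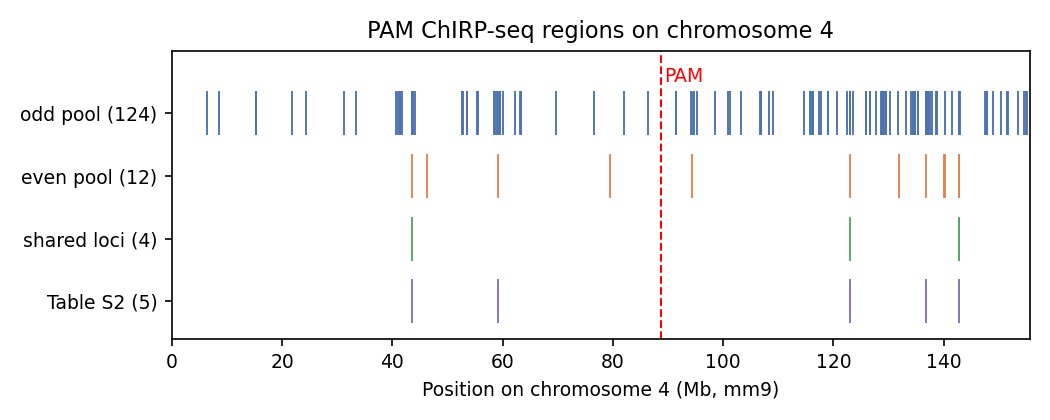
Start positions on chromosome 4 (horizontal axis, Mb, mm9) of the regions of the odd pool, the even pool, the shared loci and the paper's Table S2, 1 line per region, with the number of regions in brackets. The dashed line marks PAM. The nearest line to PAM is 2.39 Mb away in the odd pool and 34.3 Mb away among the shared loci.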

The above findings suggested *PAM* seRNA may predominantly target gene loci in *trans*. Next, we set out to identify *PAM* SE target genes by performing circular chromosome conformation capture (4C‐seq) using *PAM* SE region as a bait to query genome‐wide chromatin interactions. Among 929 interacting targets, 74% (687) were in *trans* while only 26% (242) were in *cis* on chromosome 4 (Figure 2h,i and Table S3).

To further define target loci co‐regulated by *PAM* and its SE region, we next integrated the targets from the above ChIRP‐seq and 4C‐seq and identified 11 common loci in both datasets (Figure 2j); one of the loci was located 33 Mb downstream of *PAM* on chromosome 4, while others were all located in other chromosomes (Figure S2b), suggesting *PAM* and *PAM SE* may regulate genes in *trans* together. These 11 loci were associated with 152 genes, which were enriched for GO terms such as “adherens junction,” “anchoring junction” (Figure 2k). 

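The paper's 929 4C-seq regions (Table S3) cover 90.0 Mb, and 242 of them are on chromosome 4. Of the 147 shared ChIRP-seq loci, 6 overlapped a 4C-seq region by at least 1 bp, against a mean of 4.58 when the shared loci were shifted 10000 times within their chromosomes (permutation test, one-sided p = 0.308). With the Table S2 regions, 11 overlapped, against a mean of 7.86 in the shifts, of which 95% lay between 3 and 14 (permutation test, one-sided p = 0.167). With chromosome 4 left out, 10 of the 173 Table S2 regions overlapped, against a mean of 6.87 (permutation test, one-sided p = 0.149). The regions of the even pool alone passed the threshold, with 20 overlaps against a mean of 11.2 (permutation test, one-sided p = 0.0247), and those of the odd pool gave 88 against 75.2 (permutation test, one-sided p = 0.139). The difference between the pools was not tested. The overlap on chromosome 4 was the Table S2 region from 123007186 to 123047434, over the 3′ end of Macf1, at 34.3 Mb from PAM. From the overlap of both datasets and the position of the loci, the paper proposes that PAM and its SE act together on genes in trans. At Timp2 and Vim, it also reports lower expression and less contact with the SE after PAM knockdown or SE deletion. The data of those experiments were not analysed here.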

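The 11 Table S2 regions that overlapped 4C-seq regions overlapped 22 annotated genes, 18 of them protein-coding. They included Col3a1 on chromosome 1, Vim on chromosome 2, Macf1 on chromosome 4, Col4a2 on chromosome 8, Pttg1ip and Itga7 on chromosome 10, and Timp2 on chromosome 11. The regions on chromosome 6 from 37616109 to 37656254 and on chromosome 15 from 64850861 to 64891074 each overlapped 0 annotated genes. The ChIRP-seq regions of both pools in the region on chromosome 6 lay in sequence whose median 31-mer occurs 1 time in mm9, and those in the region on chromosome 15 in a repeated sequence whose median 31-mer occurs 1094330 times in mm9. A shared locus itself overlapped the 4C-seq region in 6 of the 11.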

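Timp2 lies on the minus strand of chromosome 11 from 118162383 to 118217054. The odd pool had 1 region in it, from 118163079 to 118163333 with a score of 31, and the even pool had 1 region, from 118163403 to 118163651 with a score of 13. Both were in exon 5 of 5, with midpoints 53848 and 53527 bp from the transcription start, and they did not overlap each other, so Timp2 held 0 of the 147 shared loci. Both regions were within a single Table S2 region, from 118143403 to 118183333, which a 4C-seq region overlapped by 37804 bp. The distance from the nearest ChIRP-seq region at Timp2 to a 4C-seq region was 0 bp, that is, they overlapped. Vim lies on the plus strand of chromosome 2 from 13495554 to 13504453. The odd pool had 4 regions in it, in exons 1, 4, 6 and 9 of 9, with scores of 53, 26, 31 and 28. The even pool had 2 regions, in exon 1 with a score of 10 and in exon 9 with a score of 7, and both overlapped an odd region. All these regions of Timp2 and Vim were on exons, as were most regions of both lists. A list of regions cannot tell binding of PAM at these genes apart from recovered RNA or cDNA of their transcripts. At Vim, the nearest 4C-seq region was 16944 bp from the ChIRP-seq regions and overlapped the wider Table S2 region by 3024 bp. Among the other genes named in Fig. 2g, Macf1, Ubb and Pttg1ip each held 1 shared locus, in the last exon (at Ubb in sequence whose median 31-mer occurs 2 times in mm9), and Ctnnb1 held 0, with an odd region in exon 9 and even regions in exons 4 and 15 of 15.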

*Timp2* and *Vimentin* (*Vim*) genes were among the top‐ranked (Figure 2l). Timp2 plays a dual role in mediating extracellular matrix by mediating matrix metalloproteinase (MMP) activation and inhibition via interaction with MMP‐14 and MMP‐2 (Young et al., 2004). Overexpression of *Timp2* in C2C12 myoblasts was known to delay myogenic differentiation and arrest C2C12 in proliferating state (Lluri & Jaworski, 2005). Vim is an intermediate filament protein to modulate cell shape and motility in myoblast, which is also considered as a reliable marker for regenerating muscle tissue (Bornemann & Schmalbruch, 1992).

### 2.3 *PAM* seRNA and *PAM* residing SE synergistically activate *Timp2* and *Vim* transcription in myoblast

The above findings raised an intriguing possibility that *PAM* seRNA and *PAM* SE interact with the inter‐chromosomal target loci *Timp2* and *Vim* to activate their transcription (Figure 2e). Consistent with the notion, we found that *PAM*, *Timp2*, and *Vim* expressions were upregulated during SC activation/proliferation (Figure S2c). In addition, knocking down *PAM* seRNA using siRNA oligo decreased the expression levels of *Timp2* and *Vim* in both ASCs and C2C12 myoblasts (Figure 3a,b); removing the *PAM* SE region using CRISPR/cas9 in C2C12 (Figure S2d) yielded similar molecular phenotype (Figure 3c). To test the possibility that *PAM* functions to tether *PAM* SE to the target loci, we performed 3C qPCR assay in ASCs and C2C12 myoblasts; in line with the 4C‐seq result (Figure 2h), *PAM* locus indeed displayed evident interaction with *Timp2* and *Vim* promoters (Figure 3d,e); Furthermore, *PAM* siRNA oligo mediated knockdown significantly reduced the interaction with *Timp2* and *Vim* (Figure 3d,e and S2e). Consistently, *PAM* SE knockout also yielded reduction in chromatin interactions with *Timp2* and *Vim* (Figure 3f and S2e). Lastly, knockdown of *PAM* of *PAM* SE also led to subtle reduction in H3K27ac signals on *Timp2* and *Vim* in C2C12 myoblasts (Figure 3g and S2f), which was more evidently shown in *PAM* knockout (Figure 3h). Altogether, our results demonstrate that *PAM* seRNA and *PAM* SE can indeed interact with inter‐chromosomal target loci *Timp2* and *Vim* to modulate their expression.

**FIGURE 3:**
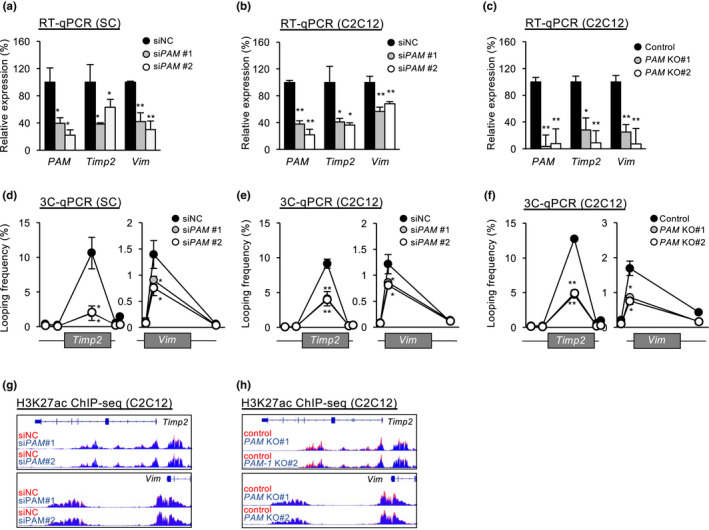
*PAM* regulates extracellular matrix‐associated genes *Timp2* and *Vim*. (a,b) ASCs (a) or C2C12 (b) were transfected with either control (siNC) or *PAM* siRNA (siPAM#1 or siPAM#2) oligos, the expression levels of *PAM*, *Timp2* and *Vim* were detected 48 hours post‐transfection. (c) RT‐qPCR detection of *PAM*, *Timp2* and *Vim* from C2C12 with or without *PAM* knockout. (d) ASCs (d) or C2C12 (e) were transfected with either control (siNC) or *PAM* siRNA (siPAM#1 or siPAM#2) oligos and chromatin conformation capture assay (3C‐qPCR) was performed to detect the chromatin interaction between *PAM* SE with *Timp2* or *Vim* locus (f) the above 3C‐qPCR was performed in C2C12 cells with *PAM* knockout. (g,h) Genome browser tracks showing both knockdown (g) and knockout (h) of *PAM* led to reduction in H3K27ac signal intensity on *Timp2* and *Vim* loci. Data information: Data represent the mean ± SD. *p*‐value was calculated by two‐tailed unpaired *t*‐test (*p < 0.05, **p < 0.01)

### 2.4 *PAM* regulates inter‐chromosomal targets via associating with Ddx5

To further explore molecular mechanism on how *PAM* regulates its inter‐chromosomal targets *Timp2* and *Vim*, we performed RNA pulldown followed by mass spectrometry (MS) to identify its protein interactome (Figure 4a). Biotinylated sense probe of *PAM* was used in the RNA pulldown *in vitro*, while biotinylated antisense probe was used as negative control for non‐specific protein binding. Among 134 potential protein partners retrieved by the sense probe with at least 5 unique peptide counts (Figure 4b), two known RNA binding proteins (RBPs), DEAD‐Box Helicase 5 (Ddx5) and DEAD‐Box Helicase 17 (Ddx17) were highly ranked showing 22 and 14 unique peptide counts, respectively (Figure 4b). These helicase proteins are commonly found to bind together in multiple cell types to carry out a myriad of molecular functions such as transcription regulation, rRNA processing, mRNA decay, and splicing (Giraud et al., 2018). To validate the above result, we performed RNA pulldown followed by Western blot. *PAM* seRNA but not GFP control transcripts retrieved an evident amount of Ddx5 and Ddx17 from C2C12 myoblasts, with Ddx5 showing a stronger binding with *PAM* seRNA (Figure 4c). To test if Ddx5 regulates target expression in cooperation with *PAM* seRNA, we first performed Ddx5 ChIP‐seq which revealed an evident binding of Ddx5 on *Timp2* and *Vim* loci (Figure 4d), suggesting *PAM* and Ddx5 are both tethered to the target loci. Consistent with their possible functional synergism, knockdown of *Ddx5* in ASC or C2C12 led to down‐regulation of *Timp2* and *Vim* (Figure 4e,f). Furthermore, the above knockdown also reduced the interaction between *PAM* SE and the promoters of *Timp2* and *Vim* (Figure 4g,h), suggesting Ddx5 indeed promotes the inter‐chromosomal interaction together with *PAM*. Lastly, knockdown of *Ddx5* reduced ASC proliferation as revealed by reduction in both EdU+ (Figure 4i) and Pax7+/MyoD+ cells (Figure 4j). Taken together, our findings demonstrate *PAM* seRNA and Ddx5 function synergistically in orchestrating the inter‐chromosomal interactions between the *PAM* SE with the two target loci, *Timp2* and *Vim*, consequently promoting transcriptional activity.

**FIGURE 4:**
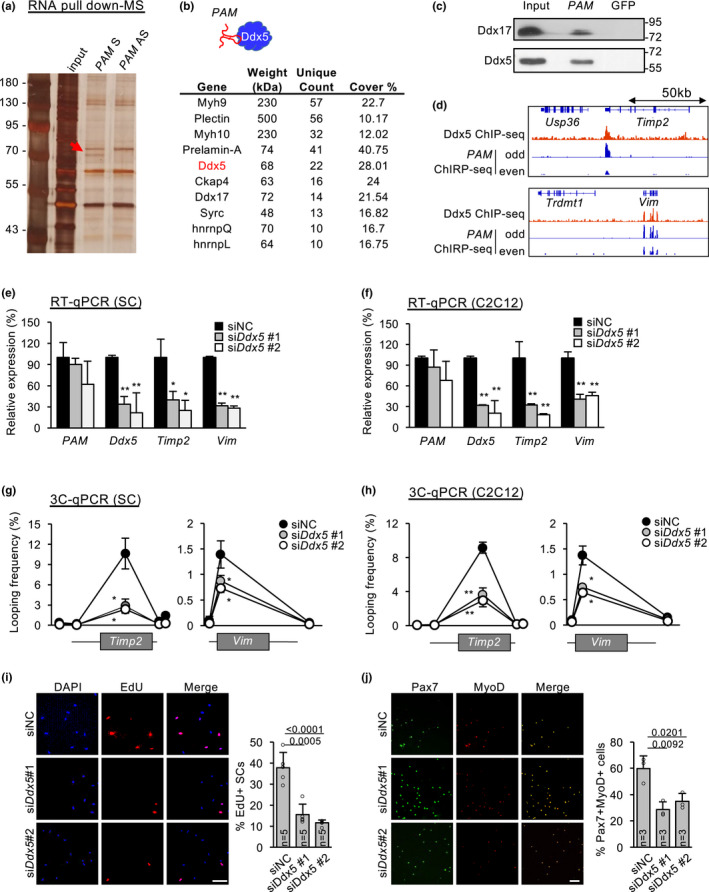
*PAM* regulates inter‐chromosomal targets via association with Ddx5. (a) RNA pulldown using *PAM* sense (S) or antisense (AS) experiment followed by SDS‐PAGE. AS was used as negative control. Red arrow indicates enrichment of a protein band at 70 kDa specifically found in pulldown using *PAM* sense probe. (b) Mass spectrometry (MS) result of the above band showing a list of potential protein binding partners of *PAM*. (c) RNA pulldown followed by Western blotting of the above identified two candidate protein partners (Ddx5 and Ddx17) of *PAM‐* transcript. (d) Genome browser tracks showing Ddx5 ChIP‐seq and *PAM* ChIRP‐seq on *Timp2* or *Vim* locus. (e,f) ASCs (e) or C2C12 (f) were transfected with either control (siNC) or *Ddx5* siRNA (siDdx5#1 or siDdx5#2) oligos, *PAM*, *Ddx5*, *Timp2* and *Vim* expression levels were detected by RT‐qPCR 48 h post‐transfection. (g,h) ASCs or C2C12 were transfected with either control (siNC) or *Ddx5* siRNA (siDdx5#1 or siDdx5#2) oligos, 3C qPCR was performed to detect chromatin interaction between *Timp2* or *Vim* promoter with *PAM* locus. (i,j) Knockdown of *Ddx5* expression *in vitro* in cultured ASCs for 48 hours led to reduction in EdU+ (i) or Pax7+/MyoD+ (j) SCs. The percentage of EdU+ and Pax7 + Myod+ cells were quantified. The total number of biologically independent samples are indicated in (i,j). Data information: Data represent the mean ± SD. *p*‐value was calculated by two‐tailed unpaired *t* test (*p < 0.05, **p < 0.01). Scale bar: 100 μm

### 2.5 *PAM* upregulation in aging SCs drives its target gene activation

Lastly, to test the possible involvement of *PAM* in SC aging, we isolated SCs from mice of various ages (2, 16, or 24 months) and cultured for 48 h to obtain proliferating ASC. By performing H3K27Ac ChIP‐qPCR, we found the activity of *PAM* SE was indeed increased by 109% in ASC from 16 month as compared with 2‐month‐old mice, and continued to increase at 24 month (Figure 5a). The expression of *PAM* and *Timp2* also showed an increase (308% and 681%) in 20 vs 2‐month ASC. Interestingly, *Vim* expression remained unchanged (Figure 5b); the lack of response in *Vim* could be due to the weak interaction between *Vim* locus and *PAM* SE (Figure 3d). In addition, we also obtained RNA‐seq data from injured 2‐ or 24‐month‐old muscles (Shcherbina et al., 2020) and found *PAM* was increased endogenously in ASC isolated 1 dpi from 24 vs 2‐month‐old mice (Figure S3a). Knockdown of *PAM* in ASCs from 20‐month‐old muscle also led to reduced proliferation (Figure 5c and S3b). The above data thus suggest that both *PAM* SE activity and *PAM* expression is elevated in aging SCs and may contribute to the upregulated *Timp2* expression. Consistent to the notion, the interaction between *PAM* locus and the promoter of *Timp2* were found to increase by 46.75% in 20 vs 2‐month ASC (Figure 5d). Lastly, to further confirm the synergistic function of *PAM* and Ddx5 in increasing *Timp2* expression in aging SCs, we found that knockdown of *PAM* or *Ddx5* in ASC in 2‐, 20‐ or 30‐month‐old mice led to down‐regulation of *Timp2* (Figure 5e).

**FIGURE 5:**
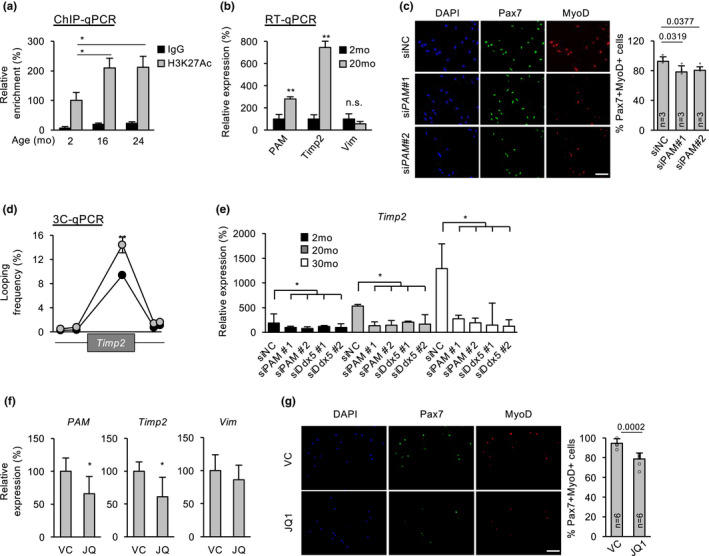
*PAM* increase in aging SCs drives its target gene upregulation. (a) H3K27ac ChIP‐qPCR showing increase in enrichment on *PAM* SE in ASCs isolated from aging (16 and 24 months) vs young (2 months) old mice. (b) RT‐qPCR showed upregulation of *PAM* and target genes *Timp2* but not *Vim* in ASCs from 20 vs 2 month old mice. (c) Knockdown of *PAM* in aging ASC from 20 months old mice reduced the number of Pax7+/MyoD+ proliferating ASC. (d) 3C‐qPCR assay showed increase in interaction between *PAM* locus and *Timp2* promoter in the above aging ASCs. (e) RT‐qPCR showing the expression dynamics of *Timp2* in ASCs from 2, 20 and 30 months old mice. Knockdown of *PAM* or *Ddx5* using siRNA oligo in ASCs from 20 or 30 months old mice showed down‐regulation of *Timp2*. (f,g) *in vivo* treatment of JQ1, a Brd4 inhibitor, in 10 month old mice caused down‐regulated expression of *PAM* and *Timp2* but not *Vim* in FISCs (f), and reduced number of Pax7+/MyoD+ (g) in aging SC. The total number of biologically independent samples are indicated in (c&g). Data information: Data represent the mean ± SD. *p*‐value was calculated by two‐tailed unpaired *t* test (*p < 0.05, **p < 0.01). Scale bar: 100 μm

Recently, we have reported the use of BET family of bromodomain protein binding inhibitor JQ1 to down‐regulate enhancer activity in aging mouse muscle tissue (Zhou et al., 2019). Expectedly, we found that intraperitoneal injection of JQ1 in 10‐month‐old mice led to a down‐regulation of *PAM* seRNA and *Timp2* expression in FISCs, but not *Vim* (Figure 5f). Consistently, we found ASC proliferation was reduced by JQ1 treatment (16% in Pax7 + MyoD+ cells) (Figure 5g). Altogether, our data reinforce the notion that *PAM* SE activation causes *Timp2* upregulation during SC aging.

## 3 DISCUSSION

Myogenesis is a complex process that relies on tightly regulated and finely tuned transcriptional regulatory mechanisms. Previous studies have discovered a myriad of lncRNAs that are dynamically regulated during myogenesis (Alessio et al., 2019). Yet, their functional mechanisms in SCs remain largely unexplored. Here, in this study, we identified *PAM*, a seRNA that binds with Ddx5 protein to synergistically tether the SE to its inter‐chromosomal target loci *Timp2* and *Vim*. Furthermore, we showed that deregulation of *PAM* in aging SCs drives the target gene deregulation (Figure 6).

**FIGURE 6:**
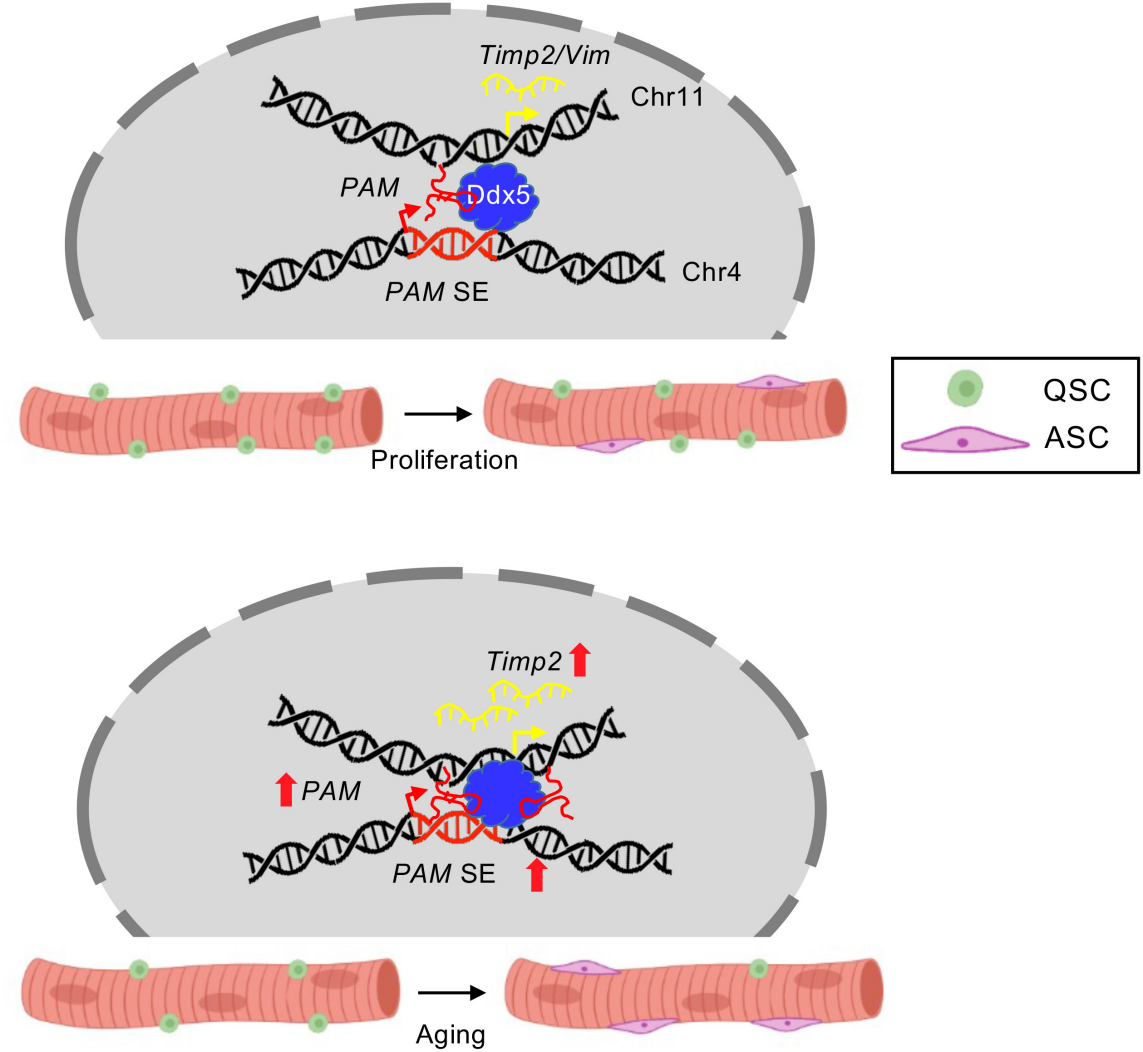
Schematic model showing functional role of seRNA *PAM* in SC proliferation and skeletal muscle aging. *PAM* regulates SCs proliferation by binding with Ddx5 to facilitate the chromatin interaction between *PAM* SE and target loci, *Timp2* and *Vim* during SC proliferation. In aging mice, the activity of *PAM* SE was elevated, thereby enhancing the transcription of *Timp2*, which potentially modulates extracellular matrix components in skeletal muscle

Through transcriptomic profiling, *PAM* was identified as highly induced in activated and proliferating SCs. Loss‐ and gain‐of‐function studies in SCs indeed pinpointed it as a promoting factor for SC proliferation. Its nuclear localization is consistent with its nature of being a seRNA. As part of the SE regulatory machinery, *PAM* and its residing SE together promote the expression of their target loci, *Timp2* and *Vim*, both encoding extracellular matrix proteins. Increased extracellular matrix (ECM) proteins expressions are essential to SC activation (Zhang et al., 2021). The regulation of ECM composition was conventionally believed to be mediated by surrounding fibroblasts, fibro/adipogenic progenitors, myofibers, and basal lamina. In addition to receiving signals from ECM, emerging evidence demonstrates SCs also contribute to ECM compositions through secretion of matrix metalloproteases and urokinase plasminogen activator (Guerin & Holland, 1995). For example, transcriptome profiling of freshly isolated SCs revealed that cell adhesion and ECM genes, such as *Timp* and integrin, were differentially expressed when compared with freshly isolated SCs from dystrophic mdx mice (Pallafacchina et al., 2010). This correlation was further demonstrated by systemic delivery of MMP inhibitor, AM409, which impairs SC activation (Pallafacchina et al., 2010). Therefore, upregulation of ECM gene expression mediates the promoting function of *PAM* during SC proliferation. Furthermore, we showed that *PAM* upregulation contributes to ECM increase in aging SCs. It is known that the regenerative potential of SCs declines during aging, which is in concurrent with its fibrogenic conversion and muscle fibrosis (Yamakawa et al., 2020). Using publicly available single‐cell RNA‐seq analysis, ECM and SC niche are contributed by multiple cell types, while *Timp2* is expressing in SCs, macrophages, mesenchymal stem cells, and endothelial cells (Tabula Muris, 2020) (Figure S3c). Our findings thus provide a potential way to partially restore ECM in aging SCs by down‐regulating *PAM* expression in a cell‐autonomous manner. While our data suggest an elevated *PAM* expression in aging SCs, it remains to be determined whether this is due to faster activation of aged SCs or not. In the future, more efforts will be needed to elucidate the potential roles of lncRNAs in aging SCs. For example, a recent study on integrated transcriptome analysis of aging human skeletal muscle revealed a group of differentially expressed lncRNAs, and overexpression of lncRNA *PRKG1‐AS1* could increase cell viability and reduce apoptosis in human skeletal myoblast (Zheng et al., 2021).

Mechanistically, our data highlight the important role of *PAM* seRNA to regulate inter‐chromosomal targets through tethering its residing SE to the target loci. eRNAs or seRNAs are commonly known to regulate enhancer‐promoter interactions as an integrated component of SE activating machinery (Zhao et al., 2019); it is believed that *cis* regulation of the target loci through intra‐chromosomal interactions is a more prevalent mode compared with *trans* regulation via inter‐chromosomal interactions (Sartorelli & Lauberth, 2020). However, *trans* activating eRNAs do exist to translocate to distal chromosomal regions beyond its neighboring loci. For example, *MyoD* distal enhancer generates ^*DRR*^ *eRNA* that transcriptionally regulates *Myogenin* expression in *trans* via cohesin recruitment (Tsai et al., 2018). Similarly, in human prostate cancer, an adjacent eRNA of kallikrein‐related peptidase 3 (*KLK3*) can regulate target genes expression in *trans* (Hsieh et al., 2014). Our findings from integrating ChIRP‐seq and 4C‐seq demonstrate that *PAM* mainly acts in *trans* to exert its regulatory function in SCs; thus, provide additional evidence to support the *trans* regulatory mechanism by eRNAs.

Another important discovery from our study stems from the identification of a direct physical interaction between *PAM* and Ddx5. Ddx5 and *PAM* synergistically facilitate the SE‐target interaction; knockdown of *Ddx5* impaired the interaction. Although classically known as a RNA helicase controlling mRNA splicing, recent studies demonstrated Ddx5 interacts with a myriad of lncRNAs, and uses the lncRNAs as a scaffold to bring in specific transcriptional machinery or chromatin architectural protein in context‐dependent manner (Giraud et al., 2018). It was also demonstrated that Ddx5 interacts with lncRNA *mrhl* to mediate cell proliferation in mouse spermatogonia cells (Arun et al., 2012). Ddx5 and Ddx17 (p68 and p72) bind with lncRNA *SRA* in regulating skeletal muscle differentiation (Caretti et al., 2006). With foundation laid by these studies, we further demonstrated the functional role of Ddx5 in mediating chromatin interactions via its interaction with *PAM*, underscoring the prevalence of lncRNAs and RNA helicase interaction and broadening the mechanisms through which lncRNAs regulate gene expression.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mice

*Tg:Pax7‐nGFP* mouse strain (Sambasivan et al., 2009) was kindly provided by Dr. Shahragim Tajbakhsh. All animal handling procedures and protocols were approved by the Animal Experimentation Ethics Committee (AEEC) at the Chinese University of Hong Kong.

### 4.2 JQ1 treatment

JQ1 treatment was performed as described previously (Zhou et al., 2019). *C57/BL6* mice were caged in groups of five and maintained at controlled temperature (20 ± 1°), humidity (55 ± 10%), and illumination with 12 h light/ 12 h dark cycle. Food and water were provided ad libitum. All procedures involving animal care or treatments were approved by the Animal Ethics Committee (AEEC) at Chinese University of Hong Kong (CUHK) on the protection of animals used for scientific purposes. To investigate the effect of JQ1 on aging skeletal muscle, daily intraperitoneal injection of JQ1 at 50 mg/kg was performed on 10‐month‐old mouse for 14 days (Zhou et al., 2019), with DMSO as control. Then, TA muscle tissues were extracted from mice, and SCs were isolated from mouse skeletal muscle by fluorescence‐activated cell sorting (FACS) using BD FACSAria Fusion cell sorter (BD Biosciences) with cell surface marker Sca1^−^/CD31^−^/CD45^−^/Vcam^+^ (Chen et al., 2019).

### 4.3 Cells

Mouse C2C12 myoblast cell (CRL‐1772) was obtained from American Type Culture Collection (ATCC) and cultured in DMEM medium with 10% fetal bovine serum, 1% penicillin/streptomycin at 37°C in 5% CO_2_. Oligonucleoties of siRNA against mouse *PAM* and scrambled control were obtained from Ribobio Technologies (Guangzhou, China). siRNAs were transfected at 100 nM into C2C12 using Lipofectamine 2000 (Life Technologies). The sequences of oligonucleotides using for siRNA knockdown were listed in Table S4.

### 4.4 Satellite cell isolation and culture

Hindlimb skeletal muscles from *Tg:Pax7‐nGFP* mice were dissected and minced, followed by digestion with Collagenase II (LS004177, Worthington, 1000 units/ml) for 90 min at 37°C in water bath shaker. Digested muscles were then washed in washing medium (Ham's F‐10 medium (N6635, Sigma) containing 10% heat‐inactivated horse serum (Gibco, 26,050,088) with 1% penicillin/ streptomycin, followed by incubating in digestion medium with Collagenase II (100 units/ml) and Dispase (1.1 unit/ml, Gibco, 17,105–041) for additional 30 min. Suspensions were then passed through 20G syringe needle to release myofiber‐associated SCs. Mononuclear cells were filtered with a 40 μm cell strainer, followed by cell sorting using BD FACSAria Fusion Cell Sorter (BD Biosciences). BD FACSDiva (BD Biosciences, version 8.0.1) software was used to manage machine startup, data acquisition and analysis of flow cytometry data. Culture dishes were coated with poly‐D‐lysine (Sigma, P0899) and Matrigel (BD Bioscience, 356,234). FACS isolated SCs were seeded in coated culture dish and cultured in Ham's F10 medium with 10% heat‐inactivated horse serum, 5 ng/ml FGF‐Basic (AA 10–155) (Gibco, PHG0026), or cultured in differentiation medium (Ham's F10 medium with 2% horse serum and 1% penicillin/ streptomycin).

### 4.5 EdU incorporation assay

EdU incorporation assay was performed as described previously (Li et al., 2020). EdU was added to cultured MuSCs for 4 hours before fixation, followed by fixation in 4% paraformaldehyde (PFA) for 15 min and stained according to the EdU staining protocols provided by manufacturer (Thermo Fisher Scientific, C10086).

### 4.6 Single myofibers isolation and culture

Extensor digitorum longus (EDL) muscles were dissected and digested in collagenase II (800 units/ml) in DMEM medium at 37°C for 75 min. Single myofibers were released by gentle trituration with Ham's F‐10 medium with heat‐inactivated horse serum and 1% penicillin/ streptomycin, then cultured in this medium for the follow‐up experiments.

### 4.7 Genomic editing by CRISPR‐Cas9 in C2C12 cells

To delete *PAM* exon1, target‐specific guide RNAs (gRNAs) were designed using CRISPR design tool (http://crispr.mit.edu), followed by cloning into BbsI digested px330 plasmid (Addgene, 42,230). To perform genomic deletion, a pair of gRNAs containing plasmids were co‐transfected into C2C12 cells with screening plasmid pSIREN‐RetroQ (Clontech) using Lipofectamine 2000. Cells were selected with 2.5 μg of puromycin for 3 days at 48 h post‐transfection. Cells were diluted to 1 cell per well in 96 well plate. Individual colonies were PCR validated. Sequences of gRNAs and genotyping primers were listed in Table S4.

### 4.8 Plasmids

Full‐length cDNA of *Gm12603* (*PAM*) was cloned into pcDNA3.1 vector using HindIII and KpnI restriction enzymes digestion site. Primer sequences were listed in Table S4.

### 4.9 RT‐qPCR

RNAs were extracted using Trizol (Life Technologies), followed by reverse transcription using SuperScript III Reverse Transcriptase (Life Technologies). PCRs were performed with SYBR green (Life Technologies). PCR products were analyzed by LC480 II system (Roche). Primers used are listed in Table S4.

### 4.10 RNA pulldown

RNA pulldown was performed as described previously (Li et al., 2020). *PAM* DNA constructs were first linearized by single restriction enzyme digestion (NotI and XhoI for antisense and sense transcription respectively). Biotinylated transcripts were generated by these digested constructed by *in vitro* transcription using Biotin RNA labeling Mix (Roche) and MAXIscript T7/T3 *In Vitro* Transcription Kit (Ambion). Transcribed RNAs were denatured at 90°C for 2 min, then cooling on ice for 5 min, followed by addition of RNA structure buffer (Ambion) and refolding at room temperature for 20 min. Nuclear proteins from C2C12 cells were collected by resuspending cell pellet in nuclear isolation buffer (40 mM Tris–HCl pH 7.5, 1.28 M sucrose, 20 mM MgCl_2_, 4% Triton X‐100 and 1x protease inhibitor). Nuclei were collected by centrifugation at 3000 g and 4°C for 10 min. Supernatant was removed, and nuclear pellet was resuspended in 1 ml RIP buffer (25 mM Tris–HCl pH 7.4, 150 mM KCl, 0.5 mM DTT, 0.5% NP‐40, 1 mM PMSF, 1x RNase inhibitor, and 1x protease inhibitor), followed by homogenization for 10 cycles (15 s on/off) using Ika homogenizer (Ika‐Werke Instruments, Germany). Nuclear envelops and debris were removed by centrifugation at 16,200 g for 10 min. For RNA pulldown assay, 1 mg of nuclear extracts were incubated with 3 μg of refolded RNA on rotator at room temperature for 1 h. 30 μl of prewashed Dynabeads M‐280 Streptavidin were added to each reaction with incubate on rotator at room temperature for additional 1 h. Streptavidin beads were collected using a magnetic rack, and beads were washed with 1 ml RIP buffer for 5 times. Proteins were eluted by adding Western blot loading buffer and incubated at 95°C for 5 min, followed by removal of beads using magnetic rack. RNA pulldown samples were analyzed by SDS‐PAGE followed by silver staining and LC–MS/MS with Q Exactive and Easy‐nLC 1000 system (Thermo Fisher). Peptides were identified using MASCOT.

### 4.11 RNA fluorescence in situ hybridization (FISH)

RNA FISH was performed as described previously (Chen et al., 2017). Cells were fixed with 4% formaldehyde in PBS for 15 min at room temperature, followed by permeabilization with 0.5% Triton X‐100, 2 mM VRC (NEB) on ice, and two times 2x SSC wash for 10 min each. Probes were first amplified with PCR using *PAM* expression plasmid in RNA pulldown experiment. PCR products were then precipitated by ethanol, nick‐translated and labelled with Green d‐UTP (Abbott) and nick translation kit (Abbott). For each FISH experiment, 200 μg of probe and 20 μg of yeast tRNA were lyophilized and redissolved in 10 μl formamide (Ambion), followed by denaturation at 100°C for 10 min and chilled immediately on ice. Denatured probes were mixed with hybridization buffer at 1:1 ratio. 20 μl of hybridization mix was added onto fixed cells, followed by putting coverslip on it and incubated at 37°C for 16 h in a humidified chamber. Cells were then washed twice in 2x SSC, 50% formamide; thrice in 2x SSC; and once in 1x SSC for 5 min each in 42°C. Cells were mounted by coverslip with ProLong Gold Antifade Reagent with DAPI (Invitrogen). Fluorescence images were taken in Olympus microscope FV10000 and FV10‐ASW software (version 01.07.02.02, Olympus).

### 4.12 Cellular fractionation

Cellular fractionation was performed as described previously (Chen et al., 2017). C2C12 cell pellet from 1 × 10^6^ cells was lysed with lysis buffer (140 mM NaCl, 50 mM Tris–HCl pH 8.0, 1.5 mM MgCl_2_, 0.5% NP‐40, and 2 mM Vanadyl Ribonucleoside Complex) for 5 min at 4°C, followed by centrifugation at 4°C 300 g for 2 min. The supernatant after centrifugation was considered as cytoplasmic fraction and stored in −20°C for storage, while the pellet was resuspended in 175 μl resuspension buffer (500 mM NaCl, 50 mM Tris–HCl pH 8.0, 1.5 mM MgCl_2_, 0.5% NP‐40, 2 mM Vanadyl Ribonucleoside Complex) and incubate at 4°C for 5 min. Nuclear‐insoluble fraction in the resuspended pellet was removed by centrifugation at 4°C and 16,000 g for 2 min. RNA was extracted from cytoplasmic and nuclear soluble fraction by Trizol (Life Technologies).

### 4.13 Sucrose gradient

Sucrose gradient was performed as described previously (Peng et al., 2017). C2C12 cells were lysed in cell lysis buffer (50 mM Tris–HCl pH 7.6, 1 mM EDTA, 1% Triton X‐100, 10% glycerol, 1 mM DTT, 1 mM PMSF, 1x RNase inhibitor, and 1x protease inhibitor). 500 μl of whole‐cell lysate was added to 13.5 ml of 10%–30% sucrose gradient, followed by centrifugation at 38000 RPM at 4°C for 16 h. The centrifuged lysate was fractionated in 500 μl portion. To avoid cross‐contamination, only odd‐numbered fractions were obtained. Protein samples were resolved in SDS‐PAGE, followed by Western blotting. RNA samples were subjected to RT‐PCR of *PAM* and *18S*, followed by 2% agarose gel electrophoresis.

### 4.14 Chromatin immunoprecipitation using sequencing (ChIP‐seq) and ChIP‐qPCR

ChIP assays were performed as previously described (So et al., 2017). C2C12 cells were crosslinked with 1% formaldehyde at room temperature for 10 min, followed by quenching with 0.125 M glycine for 10 min. Chromatin was fragmented using S220 sonicator (Covaris), followed by incubation with 5 μg of antibodies and 50 μl Dynabeads Protein G magnetic beads (Life Technologies) at 4°C on rotator for overnight. Anti‐histone H3‐K27 acetylation (Abcam, ab4729), anti Ddx5 (Abcam, ab21696) and normal rabbit IgG (Santa Cruz Biotechnology, sc‐2027) were used in ChIP assay. Beads were washed with 1 ml RIPA buffer for 5 times, followed by decrosslinking at 65°C for 16 h and DNA extraction with phenol/chloroform. Immunoprecipitated DNA was resuspended in 50 μl of water. 200 ng of immunoprecipitated DNA was used as starting material for NEBNext® Ultra II DNA Library Preparation kit for Illumina (NEB) according to manufacturer's guideline. DNA libraries were sequenced in Illumina NextSeq 550 platform. ChIP‐qPCRs were performed with 1 μl of ChIP DNA as templated with SYBR Green Master Mix (Life Technologies), quantitative PCRs were performed on Roche LC480 system (Roche). Primers used are listed in Table S4.

### 4.15 Chromatin isolation by RNA purification using sequencing (ChIRP‐seq)

Biotin labelled probes targeting *PAM* lncRNA were designed by ChIRP Designer (LGC Biosearch Technologies) and listed in Table S4. 

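The 6 probes are each 20 nt long and antisense to PAM. Probes 1 (GCCAGAAAGAATGGATGACT) and 2 (GCATTTTCAGTGGGATCACA) match exon 1 of the annotated transcript, probe 3 (ACCTGCCATCTGCTATCAAA) matches exon 2, and probes 5 (ACAAGTACTTCAGCTCCATG) and 6 (GTTCTGATATGTAAGCTCCT) match exon 3. Each of these 5 has 1 exact match in mm9, on chromosome 4, at 88696276 to 88696295, 88696383 to 88696402, 88703148 to 88703167, 88730214 to 88730233 and 88730340 to 88730359. Probe 4 (TCTTCACAAACCCTCATGAT) has 0 exact matches in the genome and matches the spliced transcript from base 336 to 355, across the junction after base 343.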

Cells were rinsed in PBS, trypsinized, washed once with complete DMEM followed by resuspension in PBS. 10 million of ASCs were collected per ChIRP experiment for separated odd and even probe pools. Cell pellets were crosslinked with 1% Glutaraldehyde in 40 ml PBS on rotator for 10 min at room temperature, followed by quenching the crosslinking reaction with 2 ml 1.25 M Glycine for 5 min and resuspend in 1 ml chilled PBS. Cell pellets were collected at 2000RCF for 5 minutes at 4°C, followed by removing PBS, snap‐frozen with liquid nitrogen and stored at −80°C. Cell pellets were lysed and sonicated according to our standard ChIP‐seq protocol (So et al., 2017), then aliquoted into two 1 ml samples. Before ChIRP experiment, DNA were extracted for quality control with size ranging from 100‐500 bp. For ChIRP experiment, 10 μl of lysate were saved for DNA input. 1 ml of sonicated lysate was mixed with 2 ml of hybridization buffer (750 mM NaCl, 50 mM Tris–HCl pH 7, 1 mM EDTA, 1% SDS, 15% Formamide, 1x protease inhibitor and 1x RNase inhibitor). 100 pmol of odd and even ChIRP probes were added separately to the hybridization mixture and incubate at 37°C for 4 h with rotation. After the hybridization was completed, 100 μl of streptavidin magnetic C1 beads (Life Technologies, 65,001) were washed thrice with hybridization buffer and added to each ChIRP reaction for extra 30 minutes incubation at 37°C with rotation. After the hybridization completed, 1 ml of wash buffer (2X SSC, 0.5% SDS and 1x protease inhibitor) was used to wash the beads for 5 times using magnetic stand. Input control and *PAM*‐bound DNA was eluted with ChIP elution buffer for each pair of ChIRP reactions using standard elution protocol as ChIP (So et al., 2017). For ChIRP‐seq, DNA libraries were prepared as previous described in ChIP‐seq protocol (So et al., 2017). Raw reads were uniquely mapped to mm9 reference genome using Bowtie2 (Langmead & Salzberg, 2012). Peaks were called by using MACS2 (Zhang et al., 2008).

### 4.16 4C‐seq and 3C qPCR

3C experiments were performed as previously described using restriction enzyme BglII to digest fixed chromatins (Peng et al., 2017). Primers for *PAM* bait region and target regions were listed in Table S4. First round of restriction enzyme digestion in 4C‐seq was the same as 3C qPCR. 4C experiment was then continued with TatI restriction enzyme digestion, incubated overnight at 37°C and circularized using T4 DNA ligase. Gradient range of annealing temperature (55–65°C) were used to determine the optimum annealing temperature for inverse PCR. Primer sequences for inverse PCR were listed in Table S4. PCR products were subject to standard sequencing library preparation as ChIP‐seq and ChIRP‐seq. Sequencing reads with 5'end matching the forward inverse PCR primer sequence were selected and trimmed, remaining sequences containing TatI sites were mapped to mm9 assembly using Bowtie2 (Langmead & Salzberg, 2012) and the interaction regions are identified by fourSig (Williams et al., 2014).

### 4.17 RNA‐seq

Total RNAs were extracted using Trizol, followed by poly(A) selection (Ambion, 61,006) and library preparation using NEBNext Ultra II RNA Library Preparation Kit (NEB). Barcoded libraries were pooled at 10 pM and sequenced on Illumina HiSeq 1500 platform.

### 4.18 Statistical analysis

Statistical analysis of experimental data was calculated by the Student's *t*‐test, whereas * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and n.s. means not significant (*p* > =0.05).

## AUTHOR CONTRIBUTIONS

K.K.H.S., H.S., and H.W. designed the experiments; K.K.H.S., Y.H., and S.Z. conducted the experiments; L.H. provided support on CRISPR/cas9 experiments; Y.L. provided support on RNA pulldown experiments; X.C. and Y.Q. provided support on cellular fractionation; X.C. provided support on RNA FISH; Y.H. analyzed the sequencing data; S.Z. contributed to ex vivo muscle fiber culture; M.H.S. provided resources for molecular experiments; K.K.H.S. and H.W. wrote the paper.

## FUNDING INFORMATION

This work was supported by Collaborative Research Fund (CRF) from the Research Grants Council (RGC), University Grants Committee of the Hong Kong Special Administrative Region, China (Project Code: C6018‐19GF to H.W.); General Research Funds (GRF) from the Research Grants Council (RGC), University Grants Committee of the Hong Kong Special Administrative Region, China (Project Codes: 14106521, 14100620, 14115319, and 14106518 to H.W.; 14120420, 14116918, 14120619 and 14103522 to H.S.); Health and Medical Research Fund (HMRF) from Health Bureau of the Hong Kong Special Administrative Region, China (Project Code: 08190626 to H.W.); the research funds from Health@InnoHK program launched by Innovation Technology Commission, the Government of the Hong Kong Special Administrative Region, China; the National Natural Science Foundation of China (NSFC) to H.W. (Project codes: 82172436 and 31871304), NSFC/RGC Joint Research Scheme from the Research Grants Council, University Grants Committee of the Hong Kong Special Administrative Region to H.S. (Project code: N_CUHK 413/18); Theme‐based Research Scheme (TRS) from the Research Grants Council, University Grants Committee of the Hong Kong Special Administrative Region, China (Project code: T13‐602/21‐N); Area of Excellence Scheme (AoE) from the Research Grants Council, University Grants Committee of the Hong Kong Special Administrative Region, China (Project code: AoE/M‐402/20).

## CONFLICT OF INTEREST

The authors have declared that no conflict of interest exists.

## Supporting information

Figure S1
Figure S2
Figure S3
Click here for additional data file.

Table S1
Click here for additional data file.

Table S2
Click here for additional data file.

Table S3
Click here for additional data file.

Table S4
Click here for additional data file.

## Data Availability

H3K27ac ChIP‐seq, Ddx5 ChIP‐seq, *PAM* ChIRP‐seq, and *PAM* 4C‐seq using in this study have been deposited in Gene Expression Omnibus database under the accession code (GSE180073). The data that support the findings of this study are available in Gene Expression Omnibus database, reference number (GSE121589, GSE132042, GSE134529, GSE189842).

How the deposited data were processed for this re-analysis (not part of the article)

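PAM ChIRP-seq was performed in ASCs with an odd and an even probe pool, 1 library each. The input library was not analysed here. The authors mapped the reads uniquely to mm9 with Bowtie2 and called peaks with MACS2, and deposited for each pool a list of regions of one fixed width with a score per region. The score is a whole number of at least 4 whose meaning the paper's text does not name. It is the authors' value and was used to describe, rank and filter regions within a list, to correlate both pools over shared loci, and to compare even regions that overlap the odd pool with those that do not. Whether scores of both lists are on one scale is unknown, so levels were not compared between lists. The lists were not filtered further. Since they hold no read counts, the depth is unknown, and a difference in the number of regions between pools can follow depth as well as recovery. With 1 library per pool there are no replicates, and the tests treat positions on the genome, not samples.

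The first coordinate of each region was taken as a 0-based start, and coordinates are given as in the lists. Regions of both lists that overlap by at least 1 bp were intersected and called shared loci. Chance overlap was estimated from 10000 circular shifts within each chromosome, one-sided. The share on chromosome 4 was compared with its share of chromosome length by an exact binomial test, which treats loci as independent. Intervals on shares are 95% Wilson intervals and cover counting error only. Classes came from the GENCODE M1 annotation of mm9. Genes named in the text were set in advance as PAM, Timp2, Vim, the other genes of Fig. 2g, and the 5 shared loci with the highest score in each pool. Other genes and regions, such as those at the 11 common loci, were named after their values were seen. Tables S2 and S3 of the paper supplied the paper's own ChIRP-seq and 4C-seq regions.

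For each region, the number of times its 31-mers occur in mm9 was counted and the median taken. A shared locus was given the highest median of the regions that overlap it. For each region, 10 random windows with the same GC content were drawn from 1 genome-wide set. Regions and windows were compared with protein-coding transcripts by megablast, with at least 90% identity over at least 125 bp. This search was run first without a filter on low-complexity sequence, and a filtered search was added after the unfiltered result was seen. The design and most alternatives were set before the data were examined. The numerical limits that decide how some tests of explanations are read were set afterwards. The overlap test was tested on simulated data. Of 200 pairs of independent lists, with regions extended by 20000 bp, 9 had p under 0.05. All 20 pairs with 100 planted overlaps, without extension, did, with 100 overlaps recovered in each. The simulated regions were placed at random and not mostly on exons. The rate of false positives was therefore not measured for the direct intersection or for lists rich in exons.

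Alternatives were regions extended by 20000 or 1000 bp, a reciprocal overlap of 50%, the part of each list with the highest scores, random placement, each list alone, the Table S2 regions, chromosome 4 left out, and other rules of annotation. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9, samtools 1.23.1 and BLAST 2.17.0 were used.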

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

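The test of repeats was chosen only after the result was seen. The limits that separate the outcomes of the tests on GC content, transcript matches and repeats were also set afterwards, and the transcript search with a low-complexity filter was added after the unfiltered one.

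Regions of the odd pool that are outside Table S2, and which the paper does not discuss, had their midpoint on an annotated exon in 77.9% of 1782 cases. Over the whole odd pool, counting exons within promoters, the share was 79.5% of 2112 regions (95% Wilson interval from 77.8% to 81.2%), and in the even pool 57.4% of 345 regions. Circular shifts gave a mean of 3.48% for the odd pool and at most 5.73% in 1000 shifts. No control library was analysed here. GC content does not account for this, since 8.71% of GC-matched windows were on exons. RNA or cDNA of spliced transcripts in the library is a candidate explanation with 2 tests. Among 1467 odd regions on exons of protein-coding transcripts with at least 3 exons, 4.23% were on the first exon, where exon length gives 10.4%, and 70.0% were on the last exon, where length gives 47.1%. In the even pool these were 5.99% against 11.1% and 70.1% against 46.7%, and over the shared loci 5.32% against 11.3% and 67.0% against 41.8%. Of the 535 odd regions off protein-coding exons, 50.1% matched a protein-coding transcript, against 10.9% of GC-matched windows. With the low-complexity filter these were 29.7% and 9.78%, and among regions whose median 31-mer occurs fewer than 2 times, 30.4% without the filter and 23.4% with it. In the even pool, the share was 30.2% against 10.5% of windows without the filter and 15.4% against 9.62% with it, and among regions with few copies it was 8.93% without the filter and 8.04% with it. The copies of the windows were not counted, so the shares among regions with few copies have no matched comparison in either pool. Binding of PAM to exonic chromatin or to the RNA of these genes cannot be told apart from recovered RNA or cDNA in a list of regions, where the value is the same 79.5%. Reads of the input library would bear on it.

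The highest score of the even pool, 68, was at a region on chromosome 17 from 39984577 to 39984825, which the paper does not discuss. This region is intergenic in the GENCODE M1 annotation, and whether another annotation places a gene there was not examined. The odd pool also had a region there, with a score of 63 in a list that reaches 81, so the signal is not limited to the even pool. No control sample was analysed here to set these scores against. A candidate explanation is collapsed or high-copy repeats. Of the 10 highest-scoring even regions off exons, 5 had a median 31-mer that occurs 2 or more times in mm9, against 38 of all 147 even regions off exons and 29 of 198 on exons, but the region on chromosome 17 had a median of 1 copy. The test does not settle repeats as the explanation, and copies absent from the assembly were not tested. Among the 147 loci shared by both pools, 47 (32.0%) had a median 31-mer with 2 or more copies, where the highest median of the odd and even regions was taken. The share was 16.5% of the 2112 odd regions, each with its own median. The measures are unlike, and taking the highest value raises the share of the shared loci. Whether repeats add to the overlap of the pools was not tested. No biological explanation was tested.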

How the results depend on the processing

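The design and the alternatives were set before the data were examined, except the exon-length share of chromosome 4, the rules with protein-coding genes, with bases and with any overlap of Table S2 regions, the loci with few 31-mer copies, and those on the exon share of the odd pool, which were chosen after seeing the data. No paired analysis was possible because each pool has 1 library.

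The overlap of both pools stayed past the threshold under its 5 alternatives, with 115 to 184 loci. None of these 5 keeps the share of regions on exons, so they do not bear on a background common to both pools. The correlation of scores stayed between 0.684 and 0.705 under its 6 alternatives.

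Taking the highest-scoring part of each list left 1086 odd and 187 even regions, moved the shared locus nearest to PAM to 45.2 Mb, and reversed the direction of the overlap with 4C-seq regions, with 1 locus against a mean of 3.55 in the shifts. The cause was not tested. Extension by 20000 bp gave 11 loci overlapping 4C-seq regions and a nearest locus at 29.4 Mb, and the Table S2 regions gave the same values of 11 and 29.4 Mb. Extension by 1000 bp moved the nearest locus to 29.5 Mb. The odd list alone gave 88 overlaps with 4C-seq regions and a nearest region at 2.39 Mb. The even list alone gave 20 overlaps, now past the threshold (one-sided permutation p = 0.0247, from 0.0247 to 0.949 over the alternatives), a nearest region at 5.55 Mb and 23.5% intergenic regions. A reciprocal overlap of 50% left 107 Table S2 regions with both pools. The share of shared loci that are intergenic was 21.1% with protein-coding genes only, and over Table S2 regions it was 7.30% by any overlap, 19.7% with protein-coding genes only and 43.8% over bases. The share on chromosome 4, 2.72%, passed the threshold against exon length (exact binomial p = 0.0356, from 0.0356 to 1 over the alternatives), in a test that treats loci as independent. The cause of these changes was not tested.

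The share of odd regions on exons, 79.5%, was 80.2% by any overlap, 74.1% with protein-coding exons, 87.5% in the highest-scoring part of the list and 57.4% in the even pool.

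The depth of the libraries is unknown, so how the number of regions depends on it was not tested.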

Differences from the paper's values

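A value is counted here as different from the paper's when one is more than 1.5 times the other. The paper reports 11 loci common to ChIRP-seq and 4C-seq, and the shared loci gave 6. Of the alternatives set before the data were examined, extension by 20000 bp and the Table S2 regions gave the paper's number, 11, and extension by 1000 bp gave 8, which is within the tolerance, while reciprocal overlap (5), the highest-scoring part of each list (1), random placement (6), the odd list (88), the even list (20) and leaving out chromosome 4 (5) were not. The paper's intergenic share is 56%, and 12.9% of the shared loci were intergenic. None of the alternatives set before the data were examined came within the tolerance. The share of bases of Table S2 regions outside genes, 43.8%, was within it without reaching the paper's value, under an alternative chosen after seeing the values, and the same rule gave 56.2% of bases in genes and 11.3% on exons, both outside the tolerance. The paper's gene body share is 36%, against 66.7% of the shared loci, and none of the alternatives came within the tolerance. Table S2 regions classed by any overlap, chosen after seeing the values, gave 11.8%. Fig. 2f gives promoters about 5%, read by eye, against 20.4%, and exons about 28%, read by eye, against 59.2%, and none of the alternatives set before the data were examined came within the tolerance for either.

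The paper associates its regions with 1199 genes, and the shared loci overlapped 126 genes and the Table S2 regions 411. It associates the common loci with 152 genes, and the shared loci that overlap 4C-seq regions overlapped 4 genes, while the common Table S2 regions overlapped 22. The Table S2 regions were outside the tolerance for both. The paper's rule for associating a gene with a region is not named in its text, and genes here are those that overlap.

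The paper places Timp2 among the loci of both datasets. The regions of the odd and even pools at Timp2 did not overlap, so 0 shared loci were counted there. They lay close together in the last exon, the odd region ending at 118163333 and the even region starting at 118163403. Extension by 1000 bp is enough to make them overlap, and extension by 20000 bp gave a shared locus there.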

Other observations

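The tests below were set out before their results were seen, while the limits that separate some of their outcomes were set afterwards.

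The number of regions within 1 Mb of PAM was 0 in both pools. A ChIRP experiment can recover the gene that encodes the RNA, and one explanation for its absence is probes that do not match the PAM gene in mm9. All 6 probes matched the annotated exons or their spliced transcript exactly, 5 of them in the genome and 1 across an exon junction, which speaks against it. The spliced transcript was included after the genome match had been seen. Whether the depth or the peak threshold accounts for the absence was not tested.

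Similarity of the probes to the recovered regions was tested by the longest exact probe match. All 6 probes were used for each region, so neither pool was tested against its own probes alone. The mean was 7.51 nt in the odd regions and 7.66 nt in GC-matched windows (permutation test, one-sided p = 1), and 7.80 nt in the even regions against 7.65 nt (permutation test, one-sided p = 0.005). The pools were not compared with each other. A difference of this size between even regions and windows cannot be told apart from sequence composition beyond GC content, which was not tested.

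Even regions that overlap the odd pool were on exons in 78.9% of 147 cases, and the other even regions in 41.4% of 198. The odd list is itself 79.5% on exons, so the share among overlapping even regions follows largely from the split, and odd regions had nearly the same share with overlap (78.9%) and without (79.6%). The even regions that do not overlap the odd pool had a median score of 4, against 7 in those that do (permutation test on means, two-sided p = 1e-04, the smallest that these permutations can give), and 66.7% against 17.7% were at the lowest score. Low-score background calls in the even pool are a candidate explanation for the lower exon share, but the contrast cannot be told apart from the way the regions were divided.

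Of the 3C primers of Table S4, the one named Timp2 #2 has 7015 exact matches in mm9, 1 of them within 100000 bp of Timp2, and Vim #2 has 350, 1 of them within 100000 bp of Vim. Vim #3 has 0 exact matches. The bait primer, Timp2 #1, #3 and #4, and Vim #1 and #4 each have 1 exact match, within 100000 bp of the gene they are named for.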
